A study of Homo sapiens with 2 samples. Its data were reported in "CD1d expression demarcates CDX4+ hemogenic mesoderm with definitive hematopoietic potential" (2022).

How the data were processed

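H1 human embryonic stem cells, an established line, were differentiated as embryoid bodies and harvested on day 3 for droplet-based single-cell RNA sequencing, which counts unique molecular identifiers (UMIs) from the 3′ ends of polyadenylated transcripts. The labels give 2 cultures, each sequenced as 1 library. The WNT-dependent culture (WNTd) received the WNT agonist CHIR99021 (3 µM) and SB431542 (6 µM), which blocks ACTIVIN/NODAL receptors. The WNT-independent culture (WNTi) received IWP2 (3 µM), which blocks WNT secretion, together with ACTIVIN A. Both were grown with BMP4 (10 ng/mL) and bFGF (5 ng/mL). With 1 library per group there was no replicate check, no test was run and no p-value is given. Any difference between the libraries can come from the treatment or from the particular culture and library. The treatments differ in WNT and ACTIVIN/NODAL agents together, so no difference can be assigned to either pathway alone.

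The deposited count table holds whole-number UMI counts for 22401 genes and 14874 barcodes, without normalization. According to the study's methods, the authors fixed the cells in methanol, prepared 10x Genomics 3′ libraries, sequenced them on an Illumina instrument, counted UMIs with Cell Ranger and dropped genes seen in under 3 cells, a limit that every gene in the table met. The genome build and annotation behind the counts are not given in the sources used here, nor is how UMIs in overlapping genes were assigned. A deposited cell table lists 14434 of the barcodes with their library, their UMI and gene counts and the percent of UMIs from mitochondrial genes, as computed by the authors. The authors' stated limits were 200 to 6000 genes per cell, which 14627 of the 14874 barcodes met. The 440 unlisted barcodes had at least 6000 genes (247) or at least 10% mitochondrial UMIs (193), could not be assigned to a library and were not used here. All 14434 listed cells entered. No cell type annotation by the authors was used here. Populations were rebuilt from the counts, and differences from the study's populations may come from these rebuilt names.

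The WNTd library held 6858 cells and 71674919 UMIs, with a median of 9584 UMIs and 3228 genes per cell. The WNTi library held 7576 cells and 73485765 UMIs, with medians of 8656.5 UMIs and 2974 genes. Cells ranged from 505 to 35932 UMIs in WNTd and from 503 to 36459 in WNTi. The median mitochondrial share was 2.52% in WNTd and 2.03% in WNTi.

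UMIs were summed over cells and divided by all UMIs of the same cells to give CPM, that is UMIs per 1000000 UMIs, and ratios are ratios of CPM. Intervals are 95% intervals: exact Poisson for CPM, conditional exact binomial for ratios of 2 sums, and Clopper-Pearson for shares of cells. They cover counting error only, not variation between cultures. A count of 0 allows up to 3 UMIs, equal to 0.0419 CPM over the WNTd library and 0.0408 CPM over the WNTi library. For gene lists, the median log2 ratio (0.5 UMIs added to each sum) was placed among 10000 random lists of equal size matched on mean expression in 20 bins, with list members of at least 10 UMIs. Lists were 12 WNT target genes, 12 NODAL target genes and the 11 HOXA genes.

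For clustering, counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were selected, the mitochondrial share was regressed out, values were scaled and limited to 10, and 30 principal components fed a graph of 20 neighbours weighted by shared neighbours. Leiden clustering was run at resolution 0.9, the value in the study's methods. CDX1, CDX2, CDX4, CD1D and the HOXA genes (15 genes), and mitochondrial genes, were kept out, so that these genes did not define the populations they were compared across. Both libraries were clustered together without batch integration for shares of cells and, in the closing section, for clusters of the WNTi library and their WNTd counterparts and for NRN1 and MTRNR2L10 levels. The WNTd library was clustered alone for the other results within it, and the WNTi library was clustered alone to check names and shares. A cluster was named after 1 of 9 cell types, as "X-like", when at least 3 of that type's markers, and more than of any other type, were seen in at least 10% of its cells at a CPM ratio of at least 2 to the remaining cells (pseudocount 1 CPM). Its 10 leading genes by this ratio, among genes in at least 25% of its cells, served to check the name and to decide whether a class could be compared between the libraries. After the data were seen, a further condition was added: a cluster meeting the endothelial markers, but with mesenchymal matrix genes (such as COL3A1, LUM or COL6A3) and no endothelial marker among its 10 leading genes, stayed unnamed, which applied to 745 WNTd cells and, in the joint clustering, to 760 WNTd (11.1%) and 3 WNTi cells.

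Groups of the WNTd library followed the study's terms. CDX4hi were nascent or lateral mesoderm-like clusters with a CDX4 CPM at least 1.5 times that of all other cells, CDX4lo the remaining clusters of those names, and CDX4neg all other clusters. KDR-positive cells were those with at least 1 KDR UMI and none of CD34 or GYPB, after the study's sort. Where shares of cells with a UMI were compared, each cell was also thinned to 3000 UMIs, which left out 478 of 6858 WNTd and 721 of 7576 WNTi cells. Thinning was not applied to CD1D shares between WNTi clusters, or to those of KDR-positive cells within and outside CDX4hi. Doublets were called per library with Scrublet (expected rate 6%), which marked 633 WNTd cells (9.23%) and 741 WNTi cells (9.78%). They were kept, and removing them was an alternative.

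The genes named in the text follow a rule set in advance: the CDX genes, CD1D, mesodermal, endothelial and erythroid surface genes, the HOXA genes, 4 cardiogenic genes and the list members. To these were added the 5 highest and 5 lowest genes by library ratio among those with at least 1000 UMIs (without mitochondrial and ribosomal protein genes), the 5 highest CD antigen genes and the 5 highest genes by the ratio of CDX4hi to all other cells, and genes needed to describe a cluster. Some of the genes this rule names are not reported here. Groups, comparisons, gene lists, cell type markers and most of the other settings tried were chosen before the data were examined. These settings were the mean of each cell's own CPM, a total without mitochondrial and ribosomal protein genes, removal of called doublets, Leiden resolutions 0.6 and 1.2, thinned cells, other UMI minimums and other comparison cells. Those added after seeing the data are named in the closing section.

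Positions were taken from the GENCODE 29 annotation of GRCh38, in which 22236 of the 22401 gene symbols (99.3%) were found. This need not be the build the authors used. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The procedure was tested on simulated data for the WNTd against WNTi comparison, drawn for 22401 genes with 200 changed by known ratios: the interval held the true ratio for 191 of the 200, and the median absolute log2 error was 0.04. A simulated list with doubled genes fell at percentile 100 and an unchanged list at 84.5. Between unrelated simulated genes, co-detection was inflated 1.12-fold by depth alone and 1.01-fold after thinning.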

Results

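To characterize CDX-expressing mesoderm under WNT-dependent and WNT-independent conditions, single-cell transcriptomes of day 3 H1 embryoid bodies were compared between the WNTd library (6858 cells, 71674919 UMIs) and the WNTi library (7576 cells, 73485765 UMIs). Each condition was sampled by 1 library, so no difference below has a replicate check, and the intervals given are 95% intervals for counting error only.

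The libraries were checked against their labels through signalling targets. WNT target genes had a median log2 ratio of WNTd to WNTi of 2.51, at percentile 100 of 10000 random lists matched on expression, whose median was 0.11. All of the 12 targets except LGR5 were higher in WNTd, from SP8 (1.30-fold) to NKD1 (16.7-fold), with AXIN2 at 10.0-fold and APCDD1 at 9.09-fold. LGR5 was 7.26-fold (6.21 to 8.52) higher in WNTi. NODAL target genes had a median log2 ratio of −3.57, at percentile 0, against 0.09 for random lists. LEFTY1 was 115-fold, CER1 76.0-fold, LEFTY2 51.0-fold and GSC 38.4-fold higher in WNTi, while the interval for SMAD7 (ratio 1.06, 0.980 to 1.14) included no difference. The median over all genes was 0.02. Of the alternatives tried, the mean of each cell's own CPM moved the WNT target median most, to 2.38.

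The comparison then asked how far CDX expression differed between the cultures. CDX1 (chromosome 5, 150166795 to 150184558 in GRCh38) was at 60.7 CPM in WNTd and 3.70 CPM in WNTi, a ratio of 16.4 (14.5 to 18.6). CDX2 (chromosome 13, 27962137 to 27971139, minus strand) was at 174 and 6.91 CPM, a ratio of 25.1 (23.0 to 27.5), and this ratio moved most under the mean of each cell's own CPM, to 22.2. CDX4 (chromosome X, 73447254 to 73455245) was at 44.0 and 2.71 CPM, a ratio of 16.3 (14.1 to 18.9). CD1D (chromosome 1, 158179947 to 158184896), which encodes a surface molecule related to MHC class I, was at 14.5 and 2.72 CPM, a ratio of 5.31 (4.56 to 6.21). After thinning each cell to 3000 UMIs, 10.7% of WNTd and 0.846% of WNTi cells had a CDX4 UMI, against 25.2% and 2.30% unthinned. For CD1D the thinned shares were 4.01% and 0.759%, against 11.3% and 2.47% unthinned.

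Other mesodermal genes differed in both directions. KDR (chromosome 4, 55078259 to 55125595) was lower in WNTd, at 108 CPM against 143 CPM, a ratio of 0.752 (0.730 to 0.774). PDGFRA had a ratio of 0.731, APLNR of 1.94, MESP1 of 2.18 and TBXT of 13.0. Among endothelial genes, CD34 was 5.97-fold, CDH5 2.13-fold and TEK 1.43-fold higher in WNTi, while the interval for GATA2 (ratio 0.949, 0.887 to 1.02) included no difference. Of the cardiogenic genes, TBX2 and TBX4 were 3.66-fold and 3.38-fold higher in WNTd, and HAND1 and HAND2 had ratios of 0.922 and 1.38. GYPB was at 0.167 and 103 CPM, 615-fold (352 to 1190) higher in WNTi. GYPB and GYPE are near-identical neighbours on chromosome 4, so the split of UMIs between them is uncertain.

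HOXA genes, which lie together on chromosome 7, had a median log2 ratio of 3.19, at percentile 100, against 0.05 for random lists. All 11 were higher in WNTd, here and under each scaling tried, with a median of 2.77 under the mean of each cell's own CPM. The ratio was 21.0 (15.8 to 28.5) for HOXA3, 13.9 for HOXA7 and 4.62 for HOXA9, and 1.40 (1.26 to 1.56) for HOXA11, the smallest of the 11. In the annotation HOXA3 overlaps HOXA4, HOXA5 and HOXA6, and HOXA9 overlaps HOXA10, all on the minus strand, so the split of UMIs among them is uncertain. Among 9640 genes with at least 1000 UMIs, those furthest raised in WNTd included HOXA-AS3 (107-fold, 70.0 to 174, and 53.8-fold under the mean of each cell's own CPM), URAD (77.7-fold, 48.4 to 134), FZD10 (46.7-fold) and MSX1 (26.3-fold). Those furthest raised in WNTi were GYPB, GYPE (263-fold), LEFTY1, PLSCR2 (97.7-fold) and CER1.

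**Figure D1:**
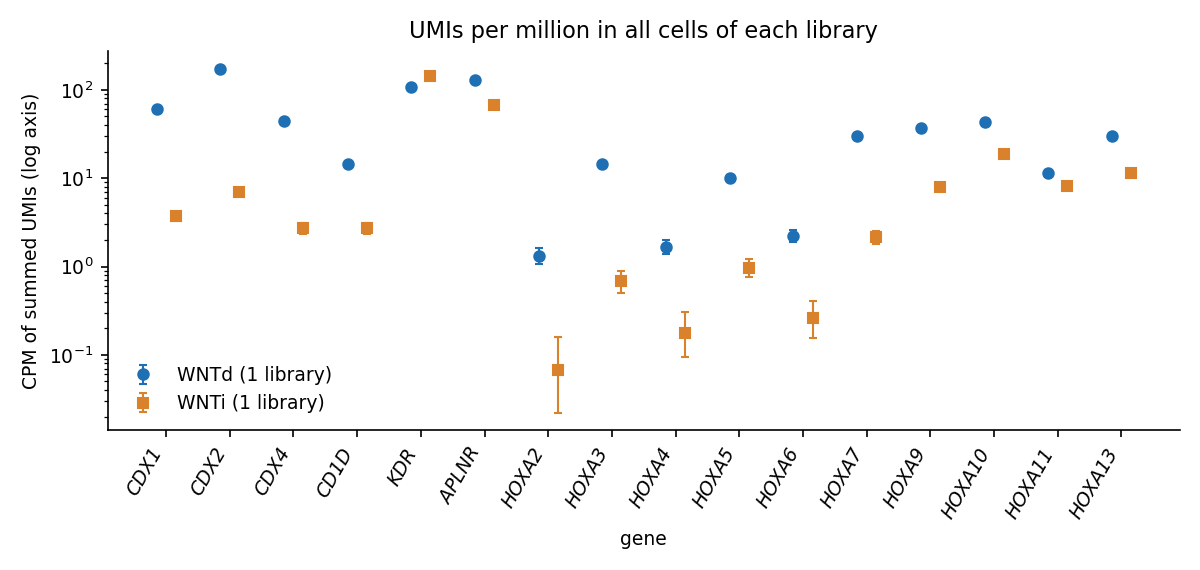
Expression of the CDX genes, CD1D, KDR, APLNR and 10 HOXA genes in the WNTd and WNTi libraries, in CPM on a log axis, with points for each library and exact Poisson 95% intervals. All 3 CDX genes lie more than 16-fold apart, and KDR is the gene shown that is lower in WNTd (108 against 143 CPM).

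Cells of both libraries were then clustered together to ask which populations the cultures held. Of 18 clusters, 14 drew at least 90% of their cells from 1 library, so a cluster may reflect its library as much as a cell type. Ectoderm-like cells made up 16.4% (15.6 to 17.3) of WNTd and 16.0% (15.2 to 16.9) of WNTi, within counting error of each other, although different clusters held them (cluster 5 in WNTd, cluster 3 in WNTi). Endothelial-like cells made up 1.39% (1.12 to 1.69) of WNTd and 10.6% (9.90 to 11.3) of WNTi. This order rested on a naming condition added after the data were seen: with cluster 12, led by DKK2, CLEC1B and HHIP, counted as endothelial-like, the shares were 12.5% (11.7 to 13.3) and 10.6%. The condition also acted on WNTi clustered alone at a resolution of 1.2, where it left 744 cells led by COLEC10 and TFPI2 unnamed and 61 endothelial-like. The endothelial-like shares are therefore not read as a difference between the libraries. Visceral endoderm-like cluster 11 held 839 WNTd cells (12.2%) and 55 WNTi cells (0.726%). APOA1 was at 5436 CPM in its WNTd cells and at 5243 CPM in the 886 WNTi cells of cluster 10, which took the endoderm-like name. WNTi clustered alone likewise had 915 endoderm-like cells led by TTR, APOA1, APOA2 and APOB, 815 of them from cluster 10. The shares of cluster 11 are therefore not read as a difference in visceral endoderm. Lateral mesoderm-like cells made up 22.3% (21.3 to 23.3) of WNTd, nearly all in cluster 1, and 14.0% (13.2 to 14.8) of WNTi, nearly all in cluster 6. Nascent mesoderm-like cells made up 17.7% (16.8 to 18.7) of WNTd, in clusters 7 and 15, and 15.5% (14.7 to 16.4) of WNTi, in cluster 4, which GYPE and GYPB led. Cluster 15 was led by LY6G6F-LY6G6D, PRSS35 and GPR83, and 34.6% of its cells were called doublets. Primordial germ cell-like cells made up 1.57% and 1.66%. The nascent mesoderm-like share of WNTd depended most on the clustering and was 26.6% at a resolution of 1.2. At 0.6 it was 13.8%, below the WNTi share of 15.6%, so the order of the libraries depended on the clustering.

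Pluripotent-like and endoderm-like classes did not pass the check on leading genes, so their clusters are given by number. Cluster 2 held 17 WNTd and 1324 WNTi cells, cluster 8 held 924 and 1, and cluster 17 held 0 and 179, of which 98.3% were called doublets. Endoderm-like clusters 10 and 13 held 8 and 0 WNTd cells and 886 and 501 WNTi cells. Of the unnamed clusters, cluster 12 held 760 and 3 cells, cluster 14 held 142 and 165, and cluster 18, with a median of 889 UMIs per cell, held 90 and 84.

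**Figure D2:**
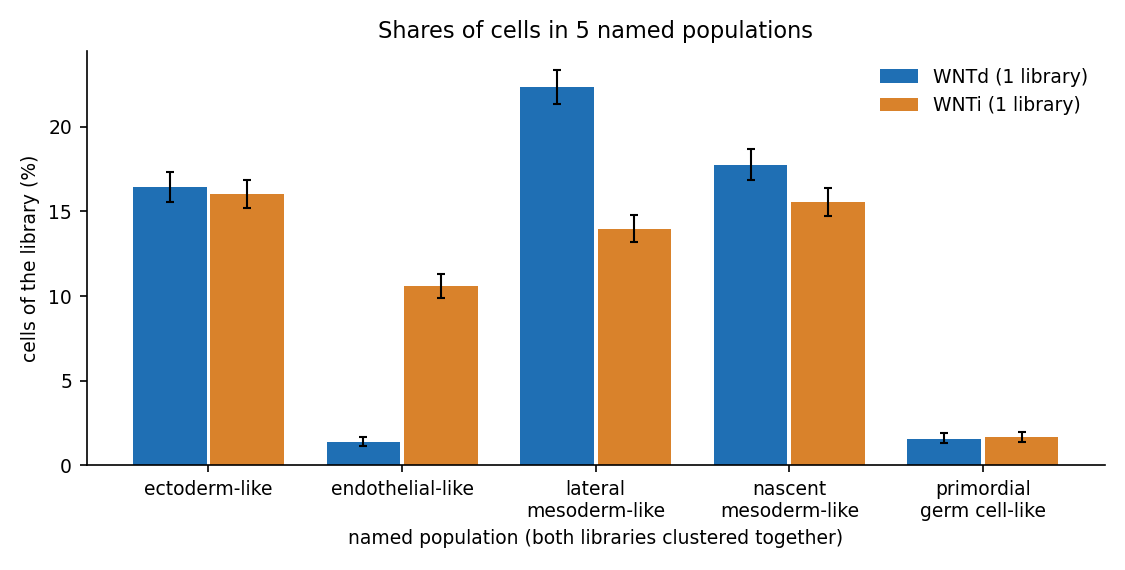
Share of cells in 5 named populations as a percent of all cells of the WNTd and WNTi libraries, with bars from 0 and exact binomial 95% intervals. Lateral mesoderm-like cells make up 22.3% and 14.0% and ectoderm-like cells 16.4% and 16.0%, and the endothelial-like bars (1.39% and 10.6%) leave out cluster 12.

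To ask which WNTd cells carried CDX4 and CD1D, the WNTd library was clustered on its own without these genes, which gave 17 clusters. CDX4 was highest in cluster 9 (352 cells), at 122 CPM (111 to 134), and in cluster 2 (854 cells), at 110 CPM (103 to 117). Cluster 9 was led by CLSTN2, TMPRSS11E and PRSS35 and stayed unnamed, while cluster 2 was nascent mesoderm-like. The other nascent mesoderm-like cluster, cluster 6 (586 cells), had 64.7 CPM (58.4 to 71.4), and the largest lateral mesoderm-like cluster, cluster 1 (1189 cells), had 51.5 CPM (48.0 to 55.3). CD1D was highest in clusters 2, 6 and 9, at 41.1 (36.8 to 45.8), 35.4 (30.9 to 40.5) and 30.4 CPM (25 to 36.5), and reached 10.8 CPM in cluster 1 and 3.42 CPM in the visceral endoderm-like cluster 4. Nascent mesoderm-like clusters together had 2.76 times the CDX4 and 4.54 times the CD1D CPM of the other WNTd cells, and lateral mesoderm-like clusters had 1.09 and 0.620 times. The CDX4 ratio of the nascent clusters moved most at a clustering resolution of 1.2, to 3.17.

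**Figure D3:**
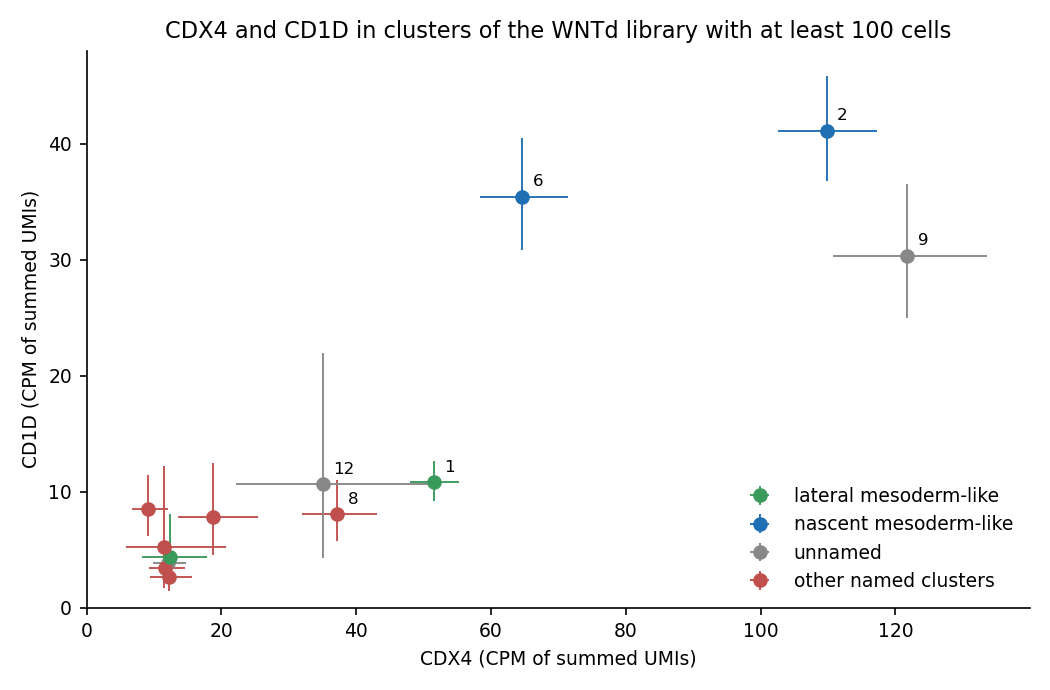
CDX4 CPM against CD1D CPM for each WNTd cluster with at least 100 cells, with exact Poisson 95% intervals and labels on clusters above 30 CPM of CDX4. Clusters 2, 6 and 9 combine high CDX4 (110, 64.7 and 122 CPM) with the highest CD1D (41.1, 35.4 and 30.4 CPM), whereas cluster 1 has CDX4 at 51.5 CPM and CD1D at 10.8 CPM.

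CDX4hi mesoderm comprised clusters 2 and 6 and the lateral mesoderm-like cluster 17 (22 cells, led by metallothionein genes), in all 1462 cells or 21.3% of the library. The mesoderm name of cluster 6, led by SOX3, CLDN10 and DCLK1, was not stable. At a resolution of 1.2, a cluster of 348 cells with these leading genes stayed unnamed. It had 3 pluripotent-like markers and as many of another type, and CDX4hi then held 1099 cells. In the joint clustering, CLDN10 and DCLK1 were among the leading genes of cluster 8, which took the pluripotent-like name. CDX4lo mesoderm (clusters 1 and 10) comprised 1405 cells (20.5%) and CDX4neg 3991 cells (58.2%), which included the unnamed cluster 9. The limit of 1.5 lay within the intervals of the CDX4 ratios of cluster 6 (1.54, 1.38 to 1.71) and cluster 17 (1.64, 1.03 to 2.49). Cluster 10 (216 cells) had CDX4 at 12.3 CPM and CD1D at 4.40 CPM. These were near visceral endoderm-like cells (11.7 and 3.42 CPM), and its CDX4 was below that of CDX4neg (26.4 CPM). The CDX4lo values thus come mainly from cluster 1. CD1D was at 37.9 CPM (34.8 to 41.2) in CDX4hi, 10.0 (8.57 to 11.6) in CDX4lo and 7.90 (7.05 to 8.83) in CDX4neg. The ratio of CDX4hi to all other cells was 4.44 (3.92 to 5.03), and it moved most under the mean of each cell's own CPM, to 5.34. CDX4hi cells held 52.8% of the CD1D UMIs of the library with 20.1% of all its UMIs. A CD1D UMI was seen in 26.5% of CDX4hi, 9.68% of CDX4lo and 3.32% of visceral endoderm-like cells, the last serving as a background, at median depths of 9124, 11822 and 9373.5 UMIs. After thinning the shares were 10.8%, 2.52% and 1.58%. CD1D in CDX4lo was 2.92 times (1.87 to 4.78) that of visceral endoderm-like cells and 1.27 times (1.05 to 1.53) that of CDX4neg cells. Cluster 9 held 112 of the 315 CD1D UMIs of CDX4neg, and without it CDX4neg was at 5.61 CPM (4.87 to 6.44) and the ratio was 1.78 (1.45 to 2.19).

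Of the other genes, CDX1 was 4.41 times (4.15 to 4.68) and CDX2 2.38 times as high in CDX4hi as in all other cells, and the CDX4 ratio of 2.77 follows from how the group was defined. CDX2 was also present in CDX4lo (114 CPM) and CDX4neg (146 CPM) cells, against 324 CPM in CDX4hi. APLNR and PDGFRA had ratios of 1.82 and 1.23, which came from cluster 2 (2.75 and 1.94 times the WNTd cells outside it), since cluster 6 lay below the WNTd cells outside it (0.569 and 0.442 times), and KDR was lower in CDX4hi, at 57.1 CPM against 120 CPM. The endothelial genes TEK, CDH5 and GATA2 had ratios of 0.243, 0.109 and 0.617. TBX2, TBX4, HAND1 and HAND2 are markers of the lateral mesoderm-like name and so define CDX4lo in part, and are not given as results for it.

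To ask which CD antigen genes followed CDX4, 34 genes with at least 100 UMIs were ranked by the ratio of CDX4hi to all other cells. They were genes with a CD symbol, plus KDR, PDGFRA, APLNR, KIT, PROM1 and EPCAM. Surface genes under other symbols were not ranked, so the rank does not cover surface markers as a whole. CD1D ranked 1, ahead of CD74 (2.85), CD200 (2.29), APLNR (1.82) and CD79B (1.69), and it ranked 1 under each alternative tried. Among all 7509 genes with at least 1000 UMIs, the highest were CLDN10 (6.46), DLL3 (6.31), TBXT (6.16), MESP1 (5.92) and LINC00458 (5.56). Of these, DLL3, TBXT and MESP1 are markers of the nascent mesoderm-like name. CD1D came at rank 6 of the 7509.

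As a transcript counterpart of the study's sort, cells with a KDR UMI and no CD34 or GYPB UMI were divided by CD1D. Of 2747 such cells, 359 (13.1%, 11.8 to 14.4) had a CD1D UMI. CDX4 was at 78.1 CPM in these and at 31.7 CPM in the rest, a ratio of 2.47 (2.19 to 2.77). CDX1 was at 109 and 44.8 CPM, a ratio of 2.43 (2.20 to 2.68), and CDX2 at 232 and 134 CPM, a ratio of 1.72 (1.62 to 1.84). A CDX4 UMI was seen in 50.4% of cells with a CD1D UMI and 23.7% of those without, at median depths of 14226 and 11469.5 UMIs, and in 8.54% of visceral endoderm-like cells at 9373.5 UMIs. After thinning the shares were 33.7% and 8.85%, and 3.68% in visceral endoderm-like cells. Thinning left 89 cells with a CD1D UMI, and CDX4 ratios over 20 further thinning draws ran from 1.44 to 3.96 with a median of 2.54. Within CDX4hi, where 143 of 472 KDR-positive cells (30.3%) had a CD1D UMI, the CDX4 ratio was 1.25 (1.03 to 1.51), and outside CDX4hi, where 216 of 2275 (9.49%) did, it was 2.76 (2.37 to 3.20). Over the alternatives the ratio was highest with at least 2 CD1D UMIs, at 4.16 (3.50 to 4.91), and lowest for the largest CDX4hi cluster alone in place of KDR-positive cells, at 1.12 (0.964 to 1.29), which included no difference.

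**Figure D4:**
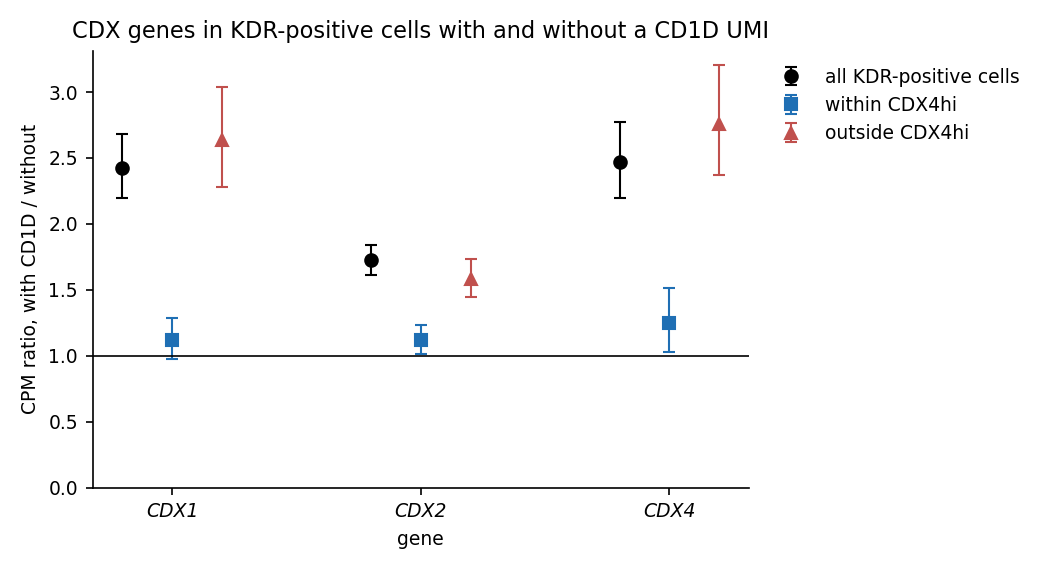
Ratio of CDX1, CDX2 and CDX4 CPM in KDR-positive WNTd cells with a CD1D UMI to those without, for all 2747 cells and for the cells within and outside CDX4hi, with exact 95% intervals. The CDX4 ratio is 2.47 over all cells, 1.25 within CDX4hi and 2.76 outside it.

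HOXA genes were compared between CDX4hi and CDX4lo in their order along the cluster. HOXA3 was at 33.6 CPM in CDX4hi and 11.4 CPM in CDX4lo, a ratio of 2.93 (2.48 to 3.48), with the overlap named above. The intervals of HOXA2 (0.891 to 2.57), HOXA5 (0.929 to 1.34) and HOXA6 (0.572 to 1.26) included no difference, and HOXA4 had a ratio of 1.90 (1.21 to 3.03). Over the alternatives the HOXA5 ratio ran from 1.09 to 1.85, beyond its interval. The HOXA2 ratio ran from 1.38 to 2.06, within its interval. HOXA10, HOXA11 and HOXA13 were lower in CDX4hi, with ratios of 0.308, 0.285 and 0.174 (0.148 to 0.205), HOXA13 at 12.1 CPM against 69.6 CPM. HOXA7 and HOXA9 had ratios of 0.632 (0.562 to 0.710) and 0.584 (0.527 to 0.647). Their direction rested on where CDX4hi began: with a CDX4 CPM of at least 2 times that of all other cells, CDX4hi was cluster 2 alone and the ratios were 1.11 and 1.18, with HOXA3 at 1.76, HOXA6 at 1.74 (1.15 to 2.59) and HOXA13 at 0.336.

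**Figure D5:**
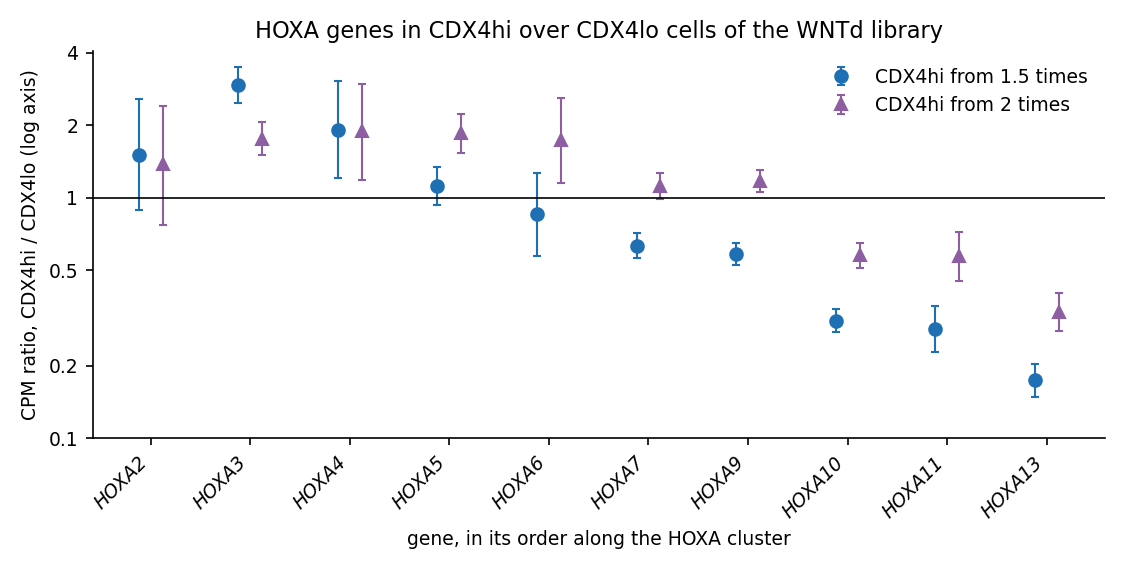
Ratio of CPM in CDX4hi to CDX4lo for 10 HOXA genes in chromosomal order, on a log axis, under the definitions of CDX4hi at 1.5 and 2 times the CDX4 of all other cells, with exact 95% intervals. HOXA3 lies above 1 and HOXA10, HOXA11 and HOXA13 below 1 under both, while HOXA7 and HOXA9 lie on opposite sides of 1.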

Values the study reported

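The study reported that loading 17,000 cells into a well captured more than 6000 cells. In sorted CD1d+ cells it reported CDX1 expression 8-fold and CDX4 expression 20-fold enriched. For CDX2 it gave an enrichment of about 2-fold that was not significant (p = 0.0545).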

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

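The alternatives that removed cells with under 1000 genes or above 5% mitochondrial UMIs, set CDX4hi at 2 times, counted the unnamed cluster 9 as CDX4hi or left it out of CDX4neg, clustered each library alone, counted the joint cluster 12 as endothelial-like, or compared CD1D-positive cells within CDX4hi or its largest cluster were chosen after the data were seen. The planned removal of cells above 10% mitochondrial UMIs was void, since it removed 0 listed cells. No paired analysis was possible because each group holds 1 library and no result comes from a test.

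Of 142 values that answer a comparison, recomputed under the alternatives, 45 moved beyond the interval of the reported value, 0 changed direction and the rest stayed within it. Of 222 values for other named genes, 186 stayed, 34 moved and 2 changed direction. A change of direction was counted only where the interval of the reported ratio excluded no difference, and it was not defined for shares of cells. The cause of these moves was not tested, except where given below.

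Taking the mean of each cell's own CPM gave 22.2 for CDX2 in WNTd over WNTi and 5.34 for CD1D in CDX4hi over the other cells. CDX4 in WNTd over WNTi ranged from 16.0 to 16.7 and CD1D from 5.12 to 5.46 over the alternatives. Removing called doublets gave ectoderm-like and lateral mesoderm-like shares of 15.5% and 23.4% in WNTd, a nascent mesoderm-like share of 16.5% in WNTi, and ratios between KDR-positive cells with and without CD1D of 2.77 for CDX1 and 1.89 for CDX2. At a clustering resolution of 0.6 the nascent mesoderm-like share of WNTd was 13.8%, the CDX4 ratio of those clusters 3.05 and the CD1D ratio of CDX4hi 5.06. At 1.2, the ectoderm-like, lateral and nascent mesoderm-like shares of WNTd were 15.5%, 21.3% and 26.6%, the CDX4 ratio of nascent clusters 3.17 and the HOXA13 ratio of CDX4hi to CDX4lo 0.228. Each library clustered alone gave ectoderm-like 15.5%, lateral 20.8%, nascent 21.0% and visceral endoderm-like 9.22% in WNTd. In WNTi it gave lateral 18.1%, nascent 11.3% and visceral endoderm-like 0%, because no cluster of that library alone took the last name, while its cluster of 915 cells led by TTR, APOA1, APOA2 and APOB took the endoderm-like name. Counting cluster 12 as endothelial-like gave 12.5% in WNTd, above the 10.6% of WNTi, where the reported WNTd share of 1.39% lay below it. The nascent mesoderm-like share of WNTd lay below that of WNTi at 0.6 (13.8% against 15.6%) and above it in the other settings.

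The thinned cells gave 5.32 (4.16 to 6.84) for CD1D in CDX4hi over the other cells, and between KDR-positive cells with and without CD1D ratios of 1.84 for CDX1, 1.33 for CDX2 (0.983 to 1.76, which included no difference) and 3.78 for CDX4. Thinning kept fewer UMIs, and 20 other draws gave medians of 2.30, 1.81 and 2.54. Requiring at least 2 KDR UMIs gave 2.89 for CDX1 and 2.20 for CDX2, and at least 2 CD1D UMIs gave 3.66, 2.12 and 4.16 for CDX1, CDX2 and CDX4. With CDX4hi and CDX4lo cells in place of KDR-positive cells the ratios were 1.69, 1.5 and 1.52. Within CDX4hi cells alone they were 1.13, 1.15 and 1.15, and within the largest CDX4hi cluster 1.18, 1.15 and 1.12. CD1D in CDX4hi was 3.79 times that of CDX4lo alone, and 5.17 times that of the other cells with cluster 9 counted as CDX4hi. Leaving cluster 9 out of CDX4neg gave 1.78 in place of 1.27 for CD1D in CDX4lo over CDX4neg.

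Setting CDX4hi at 2 times left cluster 2 alone in it and moved cluster 6 to CDX4lo. CD1D in CDX4hi over the other cells was then 3.71, HOXA13 over CDX4lo 0.336, and HOXA7 and HOXA9 changed direction, to 1.11 (0.983 to 1.26) and 1.18 (1.06 to 1.31). HOXA6, whose reported interval included no difference (0.853, 0.572 to 1.26), was then at 1.74 (1.15 to 2.59), and at a resolution of 0.6 it was at 0.620 (0.431 to 0.886). That cluster 6 changed sides is part of how the alternative at 2 times is built. HOXA5, whose reported interval also included no difference (0.929 to 1.34), ran from 1.09 to 1.85 over the alternatives. CD1D stayed at rank 1 among CD antigen genes under each alternative tried. Depth limits the lowest genes: HOXA2, at 2.43 CPM in CDX4hi, and CD1D within single clusters have wide intervals.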

Other observations

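The tests of CDX4 and CD1D between cells of 1 cluster, of CD1D and HOXA genes in the WNTi library, and of the overlap of cluster 9 with the joint clusters were chosen only after the result was seen. No biological difference between the cultures was tested for the patterns below, since each culture was sampled by 1 library.

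Among KDR-positive cells the CDX1 ratio between cells with and without CD1D was 2.43 and the CDX4 ratio 2.47. Both are lower than the values quoted from the study above. The CDX2 ratio was 1.72 (1.62 to 1.84). It is close to the quoted value. The transcript classes here and the antibody sort differ in measure.

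The higher CDX4 of KDR-positive cells with CD1D was split into what their clusters would give and the remainder. From the clusters alone a ratio of 1.53 would follow in place of 2.47, and observed over expected CDX4 UMIs were 1.61 (1.46 to 1.77). This argues against a different mix of clusters as the whole cause, by counting error only, since the interval leaves out spread between cells. Cells with CD1D were called doublets more often (18.7% against 12.1%), and outside CDX4hi the shares were 30.1% and 13.2%. Within CDX4hi they were called doublets less often (1.40% against 5.47%). With called doublets removed, observed over expected was 1.49 (1.33 to 1.66), which argues against called doublets as the whole cause. Doublets that the caller missed, and differences between cells within a cluster, stay open and may each contribute.

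Among KDR-positive cells of the 3 CDX4hi clusters, observed over expected CDX4 UMIs of cells with CD1D were 1.23 (1.06 to 1.43). This lay above what the differences between these clusters would give, by counting error only. The interval leaves out spread between cells, so whether the transcripts went together there is not settled. For all cells of the largest CDX4hi cluster the question stays open as well. There, thinned cells with a CD1D UMI had 1.48 times (1.02 to 2.09) the CDX4 of those without. Over 20 other draws the median was 1.19, ranging from 0.897 to 1.63, and 3 of the 20 had an interval above 1. Too few CD1D UMIs remain after thinning (90 cells) to decide.

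Among the larger clusters of the joint clustering, CD1D in WNTi cells was highest in the GYPB-led nascent mesoderm-like cluster, at 5.93 CPM, where CDX4 was at 0.603 CPM. The ratio of CD1D to all other WNTi cells was 2.67 (1.94 to 3.65), with a UMI in 4.34% against 2.13% of cells at median depths of 7852 and 8862 UMIs. Free RNA of the library would give all clusters a like level, so it cannot be the whole cause. Cells or RNA carried over from WNTd nascent mesoderm would bring CDX UMIs, but CDX UMIs per CD1D UMI were 1.14 there against 12.9 in the WNTd nascent mesoderm cluster, or 8.81% of that level. Low CD1D without CDX4 in GYPB-led mesoderm is therefore a hypothesis that remains, resting on 59 UMIs, with an interval of 4.52 to 7.65 CPM. Intervals that overlap this one are those of endoderm-like cluster 13 at 4.58 CPM (2.76 to 7.16), lateral mesoderm-like cluster 6 at 4.00 CPM (2.86 to 5.45), where CDX4 was at 10.3 CPM, cluster 16 at 3.96 CPM (1.08 to 10.1) and cluster 17 at 2.98 CPM (1.43 to 5.49), and of clusters 11, 14 and 18, which had 0 CD1D UMIs among only 409617, 489585 and 83393 UMIs. Clusters 2, 3, 9 and 10 had intervals below it.

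The lateral mesoderm-like cluster of WNTi had the summed CPM of HOXA9 to HOXA13 at 79.3% of the level in its WNTd counterpart, but that of HOXA2 to HOXA7 at 20.1%. HOXA10 was at 88.8 CPM against 96.0 CPM, and HOXA7 at 9.30 CPM against 49.2 CPM. The sums hide a spread: HOXA11 was at 134%, HOXA10 at 92.5% and HOXA13 at 78.0% of the WNTd level, but HOXA9 at 41.9%, much as HOXA4 at 39.3%, the latter from 8 UMIs. Carry-over of WNTd lateral mesoderm would bring its other transcripts, at a percent of their WNTd level no lower than that of HOXA9 to HOXA13. Of 45 other genes at least 2 times as high in WNTd lateral mesoderm as in other WNTd cells, chosen without the WNTi library, the median was 63.1%, but 10 lay below 39.7%, beyond counting error. Of these, named after their values were seen, FGF19 was at 5.04% of 119 CPM, LIX1 at 16.4% of 166 CPM and FABP5 at 35.1% of 1741 CPM. With genes at least 3 times as high in place of 2, 2 of 13 lay below it. Carry-over thus cannot be the whole source, and a smaller part stays open. Overlap of HOXA9 with HOXA10 leaves the split between these genes uncertain. That HOXA10 to HOXA13 depend less on WNT than the other HOXA genes is a candidate explanation, and it was not tested. The cultures also differed in ACTIVIN/NODAL agents, so the effects of these pathways cannot be told apart.

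The unnamed WNTd cluster 9, with the highest CDX4 of all 17 clusters, had a median of 9612.5 UMIs, and 9.38% of its cells were called doublets. Doublets average their parents, so no gene should stand far above every other cluster. In cluster 9, 7 genes of 7509 stood at least 1.5 times above the highest other cluster, against 0 in the doublet cluster 16, and with called doublets removed from cluster 9 there were 12. This argues against doublets as its whole origin. A second measure leaves doublets open as a part: the median absolute log2 ratio of 66 lineage markers to other WNTd cells. It was 0.88 in cluster 9 and 0.88 in the doublet cluster 16. Every other named cluster tested lay higher, from 1.21 in endoderm-like cluster 11 to 2.42 in nascent mesoderm-like cluster 2. TMPRSS11E was at 62.1 CPM, PRSS35 at 56.1, HOXC8 at 75.6 and MESP1 at 126 CPM, while KDR was at 32.5 CPM. In the joint clustering 160 of its 352 cells fell in cluster 15, named nascent mesoderm-like, and 10% of these were called doublets, against 75.3% of the other 97 WNTd cells of that cluster. Cluster 9 may thus in part be nascent mesoderm that the clustering of WNTd alone left without a name.

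A cluster led by NRN1 and MTRNR2L10 appeared in both libraries. NRN1 was at 169 CPM in its WNTd cells and 180 CPM in its WNTi cells, against 0.620 and 0.658 CPM elsewhere, and MTRNR2L10, whose paralogs make its counts uncertain, was at 583 and 421 CPM. The median absolute log2 ratio of 66 lineage markers in this cluster to other WNTd cells was 0.42, against 0.88 to 2.42 in 15 other clusters, which is what a mixture of lineages would give. The cluster with a median of 929 UMIs stood at 0.97. It held only 102138 UMIs in all, against 657014 in the NRN1-led WNTd cluster, so its ratios carry more counting noise. It therefore cannot decide whether low depth contributes, which stays open. Cells of many lineages remain a possible reading of the low median. A plain average of the other clusters would, however, leave no gene far above them all. In the NRN1-led WNTd cluster, 215 genes of 7509 stood at least 1.5 times above the highest other cluster. This number is uncertain at low depth, since it was 529 in the cluster with a median of 929 UMIs. Stress or damage stays open without support from the median mitochondrial share, which was lower than in other cells (1.45% against 2.53% in WNTd, 1.15% against 2.04% in WNTi), the opposite of the usual sign of damage. A single further cell type under background RNA of the library could also give a profile near the average, which was not tested.

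URAD, among the genes furthest raised in WNTd, lies 6574 bp from CDX2 on the same strand of chromosome 13, at 27977714 to 27988654. If its UMIs were CDX2 transcripts assigned to the neighbour, their number per CDX2 UMI would be alike in all clusters. It ran from 0.0366 in an ectoderm-like cluster to 0.173 in the unnamed cluster 3, a ratio of 4.74 among 12 clusters, which argues against misassignment as the whole source.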
